A study of Populus trichocarpa with 9 samples. Its data were reported in "Transcriptional reprogramming of xylem cell wall biosynthesis in tension wood" (2021).

How the data were processed

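Stem differentiating xylem of Populus trichocarpa was scraped by the study from the upper side of bent stems and from the matching place on unbent controls, and 9 RNA libraries were sequenced. The authors deposited a table of raw read counts for 41335 gene models with Potri identifiers, whole numbers with no normalization. TopHat, a spliced read aligner, is the tool named in the submitters' processing notes, with no version. The name of the deposited table marks its gene models as version 3, the version the study gives for its gene IDs. The build used in the alignment of these libraries, the counting tool, the use of strand and the treatment of reads that fit several places are not given in the sources used here. Counts of close copies such as PtrPAL4 and PtrPAL5, PtrCesA7 and PtrCesA17, or PtrCesA8 and PtrCesA18 are therefore uncertain, as reads could be split between them or counted at each, and the same holds for overlapping and antisense genes.

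Groups and replicate numbers were taken from the sample titles, and columns were matched to samples by name, with 0 columns left unmatched. Replicates were checked for libraries deposited more than once: within each group every pair differed by far more than sampling noise (chi-square per gene of 22.0 to 92.4 over genes with at least 20 counts in the pair). The titles do not say what a replicate number marks. Deviations of log CPM from the group means correlated between 3-day and 7-day libraries of the same number (0.280, 0.244 and 0.174 for replicates 1 to 3, each over 0.1). Some differently numbered libraries correlated as much (0.330 for control replicate 2 with 3-day replicate 3, 0.292 for control replicate 3 with 3-day replicate 2). A pairing by number is therefore only a hint from the data, and the labels do not give it. Same-numbered controls and bent libraries did not correlate in every pair. All tests of 7 against 3 days were unpaired, and the same-numbered pairs entered only as a block among the alternatives and in ratios within pairs, chosen after seeing the data. Total counts per library were 20888144 to 29539805, and 1 count equals 0.0321 to 0.0482 CPM, which sets the precision for genes at low levels.

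Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (27795 genes, at least 99.9% of the counts of each library) and scaled by TMM factors. A quasi-likelihood negative binomial model with the 3 groups was fitted to all 9 libraries, with no covariate, and each of the 3 comparisons was tested two-sided. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were computed as the absolute change divided by the square root of its F statistic. The common dispersion was 0.0957, a biological coefficient of variation of 30.9%. Counts are also given at the thresholds of the study, a fold over 2 or under 0.8 with the same adjusted p.

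Before the data were examined, gene lists, the rule for named genes and the alternatives were fixed. Names and IDs of 31 wood genes came from the lists of genes and primers of the study. Lists with at least 4 tested members were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 4 lists of a comparison, and 2 shorter lists were only counted. The genes named as repressed and the common direct targets are all members of the monolignol list, so these lists overlap. A further 39 lists, to be found by words in gene descriptions and including markers of other cell types, were not built: 0 of the IDs matched the reference table of assembly P.trichocarpa_v4.1, which gives no descriptions. Markers of other cell types were not analysed here, nor were GC content, gene length and coordinates. Named genes are all members of the lists and, as IDs have no names, at most 2 IDs that rose and 2 that fell per comparison, by the largest log2 fold change among called genes with non-overlapping libraries and a mean of at least 5 CPM in the higher group.

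Alternatives were RLE factors, no filter on low counts, a stricter filter (at least 1 CPM in every library of a group), DESeq2 1.42.0 with its Wald test and independent filtering, edgeR's exact test with the dispersion of the compared groups, a fit of only the compared groups, the replicate number as a block, counts thinned to the smallest library, and each library left out. Lists were also tested with an estimated correlation and with fry. Keeping genes with identical counts once, library totals without scaling factors, and the block in a fit of the 3-day and 7-day libraries alone were added after seeing the data. For the correlation of changes, 20 sets of unchanged counts were simulated with the fitted dispersions, each gene independently of the others. The library whose absence gave the lowest correlation was also left out of them, a choice made after seeing the data. Ratios and sums over libraries were compared by two-sided exact permutation tests, which cannot go below p = 0.1 for 3 against 3.

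These steps were tested on simulated data with 200 genes changed, 100 by 2-fold and 100 by 4-fold. For 3 days against controls (27514 genes), the quasi-likelihood test recovered 15 of the 2-fold and 71 of the 4-fold changes and made 6 false calls among 92. The exact test recovered 40 and 86 with 62 false calls among 188, and DESeq2, run on 27795 genes, recovered 41 and 90 with 55 false calls among 186. For 7 days against controls (27522 genes), the quasi-likelihood test recovered 15 and 61 with 5 false calls among 81. There the exact test recovered 45 and 85 with 63 false calls among 193. DESeq2, again on 27795 genes, recovered 52 and 86 with 53 false calls among 191. A simulated 2-fold fall of the monolignol list at 7 days was found by camera over 27795 genes (adjusted p = 6.70e-43, and adjusted p = 2.02e-05 with an estimated correlation). Genes were simulated independently of each other, so this check does not cover lists whose members vary together between libraries.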

Results

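RNA was sequenced from stem differentiating xylem of the black cottonwood tree Populus trichocarpa, the tissue in which new wood cells lay down their walls. Stems had been bent to a right angle, which makes the upper side of the stem form tension wood, a wood type known for abundant cellulose and little lignin. The 9 libraries form 3 groups of 3. The day 0 group came from unbent trees, and the others came from the upper side of stems bent for 3 or 7 days. No unbent stems are labelled day 3 or 7, so bending cannot be told apart from elapsed time or day of harvest. Changes are named below by days of bending for short. Read counts were given for 41335 gene models, and 27795 of them passed the filter on low counts. Total counts in the control group were 22740771, 28866573 and 22292997 for replicates 1 to 3. The 3-day libraries held 20888144, 23129069 and 21691122 counts, and the 7-day libraries held 29539805, 21226380 and 26798914. Levels below are CPM, read counts relative to library size after TMM scaling, as mean ± SD with n = 3 libraries. On the first principal component of log CPM, which held 33.6% of the variance, control replicate 1 lay at -99.6, and the other controls at -25.8 and -43.2. The 3-day libraries lay between -26.2 and 19.4 on it and the 7-day libraries between 44.0 and 83.3. The study describes the replicates of its bending experiment as biological. The labels do not say that they came from separate trees, so p-values measure only the spread between these samples, which may be technical in part.

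The first comparison asked which transcripts differ after 3 days of bending. As a set, the 22 monolignol biosynthesis genes, which encode the enzymes that make lignin precursors, fell relative to other genes (median log2 fold change -0.76, camera adjusted p = 1.46e-11), although by edgeR's quasi-likelihood test 0 members passed over all genes, with 2 lower by its exact test and 4 by DESeq2. With an estimated correlation this list had adjusted p = 0.137, the highest of its 18 alternatives, of which the lowest was 2.16e-18. Of its members 21 had negative values and 1 a positive value, PtrCCoAOMT3 at 0.10. The largest negative values belonged to PtrPAL1, a phenylalanine ammonia-lyase at the entry of the pathway, with 388 ± 84.4 CPM against 1111 ± 584 CPM in controls (log2 fold change -1.52, SE 0.40, edgeR quasi-likelihood adjusted p = 0.201), and to its relative PtrPAL3 (log2 fold change -1.42, SE 0.40). In 10 of the 22 genes all bent libraries lay below all controls, while chance gives 10% of genes such a separation in either direction and 15.1% of all tested genes (4200) were separated in either direction. With p adjusted over the list alone, 4 members were lower and 0 higher.

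PtrHSFB3-1 (Potri.006G049200), a class B heat shock factor, and PtrMYB092 (Potri.001G118800), a MYB factor, are the transcription factors that the study followed as repressed by bending. PtrHSFB3-1 measured 6.50 ± 2.32 CPM at 3 days and 19.6 ± 3.75 CPM in controls (log2 fold change -1.59, SE 0.28), a 3.02-fold lower level. PtrMYB092 measured 27.5 ± 1.19 CPM against 73.6 ± 33.9 CPM (log2 fold change -1.42, SE 0.37), a 2.68-fold lower level. In both genes all 3 bent libraries lay below all 3 controls. Neither passed edgeR's quasi-likelihood test over all genes (adjusted p = 0.141 and 0.189). Both passed with edgeR's exact test (adjusted p = 0.00193 and 0.0257) and with DESeq2 (adjusted p = 7.41e-05 and 0.0129). Over all alternatives the adjusted p ranged from 7.41e-05 to 0.365 for PtrHSFB3-1 and from 0.0129 to 0.499 for PtrMYB092. Adjusted over the list alone, both were lower (adjusted p = 0.000515 and 0.00361 by edgeR's quasi-likelihood test), but the study chose this pair on these samples, so that count is not independent evidence.

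**Figure D1:**
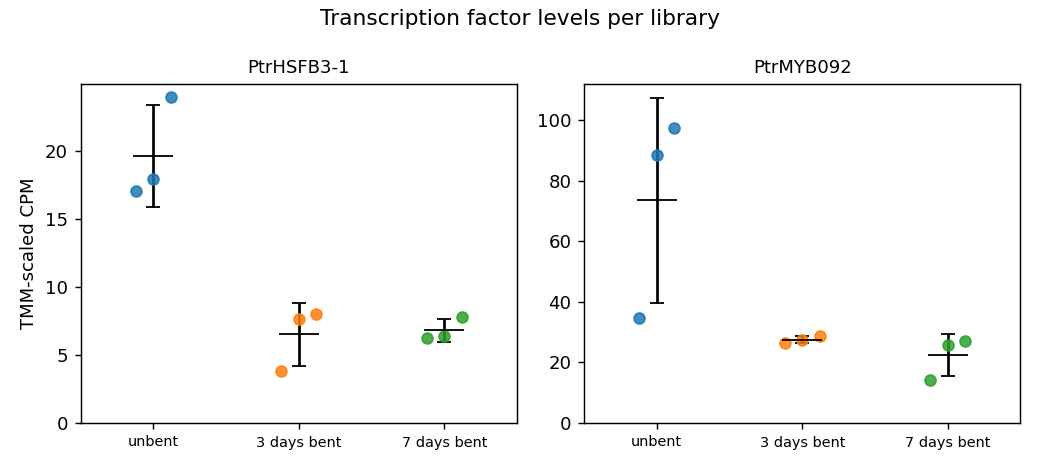
TMM-scaled CPM (vertical axis) of PtrHSFB3-1 and PtrMYB092 in unbent stems and in stems bent for 3 or 7 days; points are libraries, and bars are the mean ± SD of 3 libraries. Bent libraries of PtrHSFB3-1 lie at or below 8.01 CPM and its controls at or above 17.0 CPM, and the lowest control of PtrMYB092 has 34.8 CPM against at most 28.8 CPM in bent stems.

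The 5 monolignol genes that the study named as repressed by bending, PtrPAL1, PtrPAL3, PtrC4H2, Ptr4CL5 and PtrHCT1, fell as a set at 3 days (median log2 fold change -1.22, camera adjusted p = 1.62e-08). With an estimated correlation these genes had adjusted p = 0.0525, and 1.53e-11 was the lowest over alternatives. When adjusted over the list alone, 5 of the 5 were lower by edgeR's quasi-likelihood test. Over all genes 0 were lower by that test, 2 by the exact test (PtrPAL1 and PtrPAL3) and 4 by DESeq2 (these and PtrC4H2 and PtrHCT1). The list was chosen by the study on these samples, so it is not independent evidence of its direction. The 5 monolignol genes given as common direct targets of PtrHSFB3-1 and PtrMYB092, namely PtrPAL4, PtrC4H1, PtrC3H3, PtrCCoAOMT2 and PtrCCR2, also fell as a set (median log2 fold change -0.53, camera adjusted p = 0.00290). All of them are among the 22 monolignol genes, whose median was lower (-0.76), so their fall is not a separate result. With an estimated correlation the targets had adjusted p = 0.219, and adjusted over their list alone 0 members passed. Without 3-day replicate 3 the call of this list was lost (camera adjusted p = 0.0565), and over all alternatives its adjusted p ranged from 3.56e-05 to 0.219.

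The 5 secondary wall cellulose synthases, the subunits that make cellulose for wood cell walls, did not pass as a set at 3 days (median log2 fold change -0.07, mean -0.31, camera adjusted p = 0.150). PtrCesA4 had the lowest value (log2 fold change -1.29, SE 0.48) and PtrCesA18 the highest (log2 fold change 0.44, SE 0.35), and 0 members passed adjusted over the list alone. Without 3-day replicate 2 the list passed in the lower direction (camera adjusted p = 0.000349), in a range of up to 0.878 over alternatives. Of the hemicellulose genes that the study named, PtrCslA2, a member of the family that makes mannan backbones, measured 67.0 ± 23.7 CPM against 254 ± 97.1 CPM in controls (log2 fold change -1.92, SE 0.48, edgeR quasi-likelihood adjusted p = 0.184). It passed with the exact test and DESeq2 (adjusted p = 0.000893 and 0.00360), and the highest value over alternatives was 0.468. PtrIRX10-1, of the xylan backbone family, stood near the control level (log2 fold change 0.08, SE 0.31). Of these 2, 1 was lower adjusted over the list alone.

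Across all genes, edgeR's quasi-likelihood test called 0 genes at 3 days, and the smallest adjusted p was 0.141. At an unadjusted p under 0.05 there were 3265 genes, where chance alone gives 1390. The count was 464 with edgeR's exact test, of which 264 were higher, and 881 with DESeq2, of which 536 were higher. Leaving out a library gave counts of 30 without control replicate 2, 5 without 3-day replicate 3 and 1 without 3-day replicate 2. At the thresholds the study used, a fold over 2 or under 0.8, the quasi-likelihood count was also 0.

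The second comparison asked what differs after 7 days. Both transcription factors fell. PtrHSFB3-1 measured 6.79 ± 0.844 CPM against 19.6 ± 3.75 CPM in controls (log2 fold change -1.53, SE 0.28, edgeR quasi-likelihood adjusted p = 0.0139), a 2.88-fold lower level. PtrMYB092 measured 22.3 ± 6.96 CPM against 73.6 ± 33.9 CPM (log2 fold change -1.72, SE 0.37, edgeR quasi-likelihood adjusted p = 0.0248), a 3.29-fold lower level. Both were also lower adjusted over the list alone, which is not independent evidence for a pair chosen on these samples. The PtrHSFB3-1 call was lost without control replicate 1 or 7-day replicate 3 (edgeR adjusted p = 0.0519 and 0.0706). The PtrMYB092 call was lost without control replicate 1 or 3 (edgeR adjusted p = 0.0811 and 0.0727) and without 7-day replicate 1 or 3 (edgeR adjusted p = 0.0681 and 0.105). Over all alternatives the adjusted p ranged from 1.53e-07 to 0.0706 for PtrHSFB3-1 and from 0.000171 to 0.105 for PtrMYB092.

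The monolignol genes did not pass as a set at 7 days. Of the 22 genes, PtrPAL1 and PtrPAL3 fell by edgeR's quasi-likelihood test, 0 rose and 20 did not pass. The exact test and DESeq2 each called 4 lower, PtrPAL1, PtrPAL3, PtrHCT1 and Ptr4CL5, and 2 higher, PtrCSE2 and PtrCAD1. PtrPAL1 measured 255 ± 60.7 CPM against 1111 ± 584 CPM in controls (log2 fold change -2.12, SE 0.41, edgeR quasi-likelihood adjusted p = 0.0169). PtrPAL3 measured 126 ± 46.5 CPM against 499 ± 225 CPM (log2 fold change -1.98, SE 0.41, edgeR quasi-likelihood adjusted p = 0.0215). In contrast, 14 of the 22 genes had positive values, up to 0.93 (SE 0.25) for PtrCSE2, a caffeoyl shikimate esterase gene with edgeR quasi-likelihood adjusted p = 0.0513 and a range of 0.00641 to 0.202 over alternatives. PtrCSE2 also passed without control replicate 2 or 7-day replicate 2 (edgeR adjusted p = 0.0331 and 0.0288), with the stricter filter (adjusted p = 0.0462) and with RLE factors, and PtrHCT1 passed in the lower direction without control replicate 2 (edgeR adjusted p = 0.0477, highest over alternatives 0.256). The set had camera adjusted p = 0.919, with a median of 0.15 but a mean of -0.06 and a lower direction in the test. There were 2 members lower and 1, PtrCSE2, higher when adjusted over the list alone. The PtrPAL1 call was lost without control replicate 1 or 7-day replicate 3 (edgeR adjusted p = 0.0526 and 0.0899), and the PtrPAL3 call without control replicate 1 or 3 or 7-day replicate 3 (edgeR adjusted p = 0.0681, 0.0629 and 0.0955). These were within ranges over alternatives of 1.93e-06 to 0.0899 and 2.22e-05 to 0.0955. With library totals in place of TMM factors, a choice made after seeing the data, the median of all genes was -0.33 and that of this list was -0.15, so the sign of the list's median flips while it stays above the median of all genes. With library totals 9 of the 22 genes had positive values, and PtrHCT1 and Ptr4CL5 were also called lower (edgeR adjusted p = 0.0300 and 0.0389, highest over alternatives 0.256 and 0.283).

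**Figure D2:**
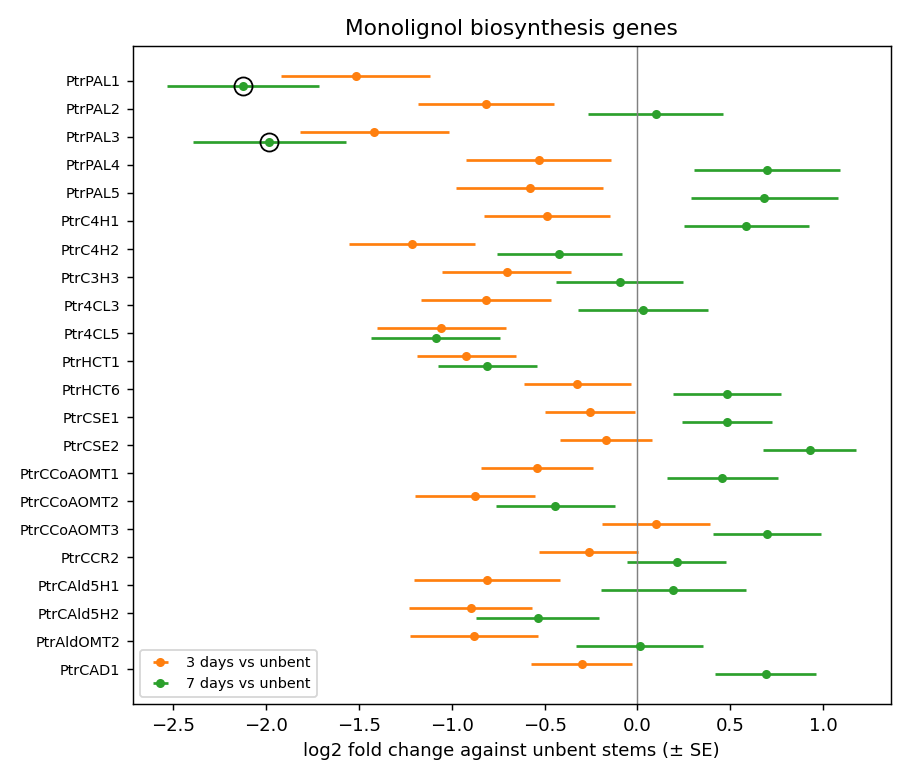
Log2 fold change against unbent stems (horizontal axis, ± SE from the edgeR fit, n = 3 libraries per group) of the 22 monolignol biosynthesis genes after 3 and 7 days of bending; black circles mark genes past edgeR's quasi-likelihood test over all genes. At 3 days 21 of the points lie below 0, and at 7 days 14 lie above it while PtrPAL1 and PtrPAL3 lie lowest at -2.12 and -1.98; with library totals in place of TMM factors 9 lie above 0 at 7 days and the median of the list is below 0.

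The 5 monolignol genes that the study named as repressed fell as a set at 7 days (median log2 fold change -1.09, camera adjusted p = 0.000364). With an estimated correlation they had adjusted p = 0.214, and over alternatives the lowest was 4.69e-07. Over all genes 2 of the 5 were lower by edgeR's quasi-likelihood test and 4 each by the exact test and DESeq2, and adjusted over the list alone 4 were, in a list that the study chose on these samples and that is therefore not independent evidence of its direction. The 5 common direct targets of the transcription factors did not pass as a set (median log2 fold change 0.21, camera adjusted p = 0.788), and 0 members passed by edgeR's quasi-likelihood test, by the exact test or by DESeq2, or adjusted over the list alone. With library totals their median was -0.08, again above the median of all genes in that fit.

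Of the 5 cellulose synthases, PtrCesA18 rose at 7 days. It measured 5384 ± 991 CPM against 1989 ± 195 CPM in controls (log2 fold change 1.44, SE 0.36, edgeR quasi-likelihood adjusted p = 0.0405), a 2.71-fold higher level. PtrCesA7 (log2 fold change 1.01, SE 0.37) and PtrCesA8 (log2 fold change 0.85, SE 0.35) did not pass over all genes by edgeR's quasi-likelihood test (adjusted p = 0.123 and 0.164), although in these 3 genes all bent libraries lay above all controls. PtrCesA7 passed with the exact test and DESeq2 (adjusted p = 0.00402 and 0.0203, highest over alternatives 0.310), and PtrCesA8 with the exact test (adjusted p = 0.0466) but not with DESeq2 (highest 0.392). PtrCesA4 and PtrCesA17 had log2 fold changes of -0.53 and -0.06. The list did not pass as a set (median log2 fold change 0.85, camera adjusted p = 0.111), and adjusted over the list alone 1 member, PtrCesA18, was higher. The list passed in the higher direction when only the compared groups were fitted (adjusted p = 0.0441), without 3-day replicate 3 or 7-day replicate 2 (adjusted p = 0.0407 and 0.0301) and with library totals (adjusted p = 0.0495), in a range over alternatives of 0.0301 to 0.792. The PtrCesA18 call was lost without control replicate 1, 2 or 3 (edgeR adjusted p = 0.132, 0.0646 and 0.0979), without 3-day replicate 1 (edgeR adjusted p = 0.0691) and without 7-day replicate 1 or 3 (edgeR adjusted p = 0.112 and 0.143), while the lowest over alternatives was 4.76e-07.

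**Figure D3:**
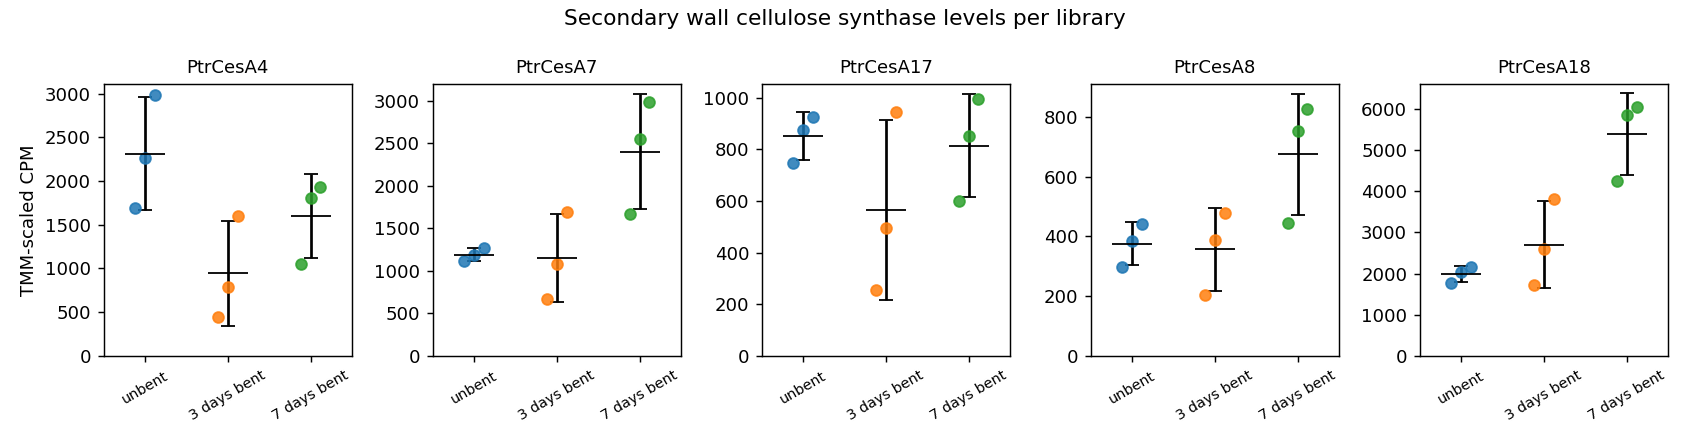
TMM-scaled CPM (vertical axes, each starting at 0) of the 5 secondary wall cellulose synthases in unbent stems and in stems bent for 3 or 7 days; points are libraries, and bars are the mean ± SD of 3 libraries. The 7-day libraries of PtrCesA18 lie between 4245 and 6047 CPM, above its controls at 1773 to 2152 CPM, and those of PtrCesA17 overlap its controls.

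PtrCslA2 fell at 7 days, to 42.9 ± 25.6 CPM from 254 ± 97.1 CPM in controls (log2 fold change -2.57, SE 0.50, edgeR quasi-likelihood adjusted p = 0.0171), a 5.92-fold lower level. PtrIRX10-1 measured 1375 ± 369 CPM against 635 ± 136 CPM (log2 fold change 1.11, SE 0.32) and did not pass over all genes by edgeR's quasi-likelihood test (adjusted p = 0.0617), but passed with the exact test and DESeq2 (adjusted p = 0.00341 and 0.00259) and without 3-day replicate 3 or 7-day replicate 2 (adjusted p = 0.0484 and 0.0381), in a range over alternatives of up to 0.223. Of these 2, 1 was lower and 1 higher adjusted over the list alone. The PtrCslA2 call was lost without control replicate 3 or 7-day replicate 3 (edgeR adjusted p = 0.0502 and 0.0558), with a lowest value of 1.80e-06 over alternatives.

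Across all genes, edgeR's quasi-likelihood test called 2432 genes at 7 days, 1687 higher and 745 lower than in controls. At the study's fold thresholds 1904 genes passed, 1159 higher and 745 lower. More than a 4-fold change was seen in 391 of the higher and 85 of the lower genes. In 8629 of the 27795 tested genes all bent libraries lay on one side of all controls, where chance gives 10%. Gene names are not paired with most of the IDs, so only extreme IDs are given. Potri.002G074900 rose from 0.825 ± 0.500 to 104 ± 58.1 CPM (log2 fold change 6.99, SE 0.72, edgeR quasi-likelihood adjusted p = 0.00921), and Potri.011G031800 rose from 0.0670 ± 0.0836 to 9.28 ± 9.10 CPM (log2 fold change 6.89, SE 1.35, edgeR quasi-likelihood adjusted p = 0.0179) with 6 counts in all controls together. Potri.018G014800 fell from 108 ± 75.5 to 5.63 ± 6.45 CPM (log2 fold change -4.26, SE 0.91, edgeR quasi-likelihood adjusted p = 0.0240), and Potri.011G046600 fell from 163 ± 205 to 8.58 ± 1.98 CPM (log2 fold change -4.24, SE 1.04, edgeR quasi-likelihood adjusted p = 0.0384). The Potri.002G074900 call held with each library left out (highest edgeR adjusted p = 0.0462). The Potri.011G031800 call was lost without control replicate 1 or 3 or 7-day replicate 3 (edgeR adjusted p = 0.0701, 0.0675 and 0.0666), and its log2 fold change was 8.47 without control replicate 2 and 5.84 without 7-day replicate 3. The Potri.018G014800 call was lost without control replicate 1 or 7-day replicate 2 or 3 (edgeR adjusted p = 0.0692, 0.0580 and 0.0791), and its log2 fold change was -3.61 without control replicate 1 and -5.81 without 7-day replicate 1. The Potri.011G046600 call was lost without control replicate 1 or 3 (edgeR adjusted p = 0.104 and 0.0580) and without 7-day replicate 1, 2 or 3 (edgeR adjusted p = 0.128, 0.0766 and 0.153), and its log2 fold change was -2.40 without control replicate 1. The lowest values over alternatives for these 3 IDs were 1.04e-07, 0.000251 and 0.000486.

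The count at 7 days varied with the library left out. It was 643 without control replicate 1, 983 without control replicate 3, 910 without 7-day replicate 1 and 343 without 7-day replicate 3. It was 2146 without control replicate 2 and 2704 without 7-day replicate 2. Without 3-day replicate 1, 2 or 3 it was 1773, 2393 and 2550. Fewer libraries also leave fewer degrees of freedom, which was not separated from dependence on a library. With all libraries DESeq2 called 4332 genes. The split into higher and lower genes changed with library totals in place of TMM factors: 1101 genes were higher and 2119 lower, which is 34.2% higher against 69.4% with TMM. With library totals the median log2 fold change of all genes was -0.33, against -0.06 with TMM. RLE factors gave a split close to that of TMM, with 2470 genes called and 71.2% of them higher.

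The third comparison set 7 days of bending against 3 days, which tests whether both responses differ. The monolignol genes were higher as a set at 7 days than at 3 days (median log2 fold change 0.80, camera adjusted p = 3.63e-08). The common direct targets, all of them among these monolignol genes, were also higher (median 0.61, camera adjusted p = 0.00139), as were the cellulose synthases (median 0.92, camera adjusted p = 0.000468). By replicate number, a pairing that was not established, the rise was seen in pairs 1 and 3 (median log2 ratio 1.15 and 1.45 for the monolignol genes, 0.97 and 1.53 for the targets, 1.22 and 1.88 for the cellulose synthases) and not in pair 2 (median -0.13, -0.12 and -0.11). In pair 2, 17 of the 22 monolignol genes, 4 of the 5 targets and 4 of the 5 cellulose synthases were lower at 7 days. With an estimated correlation these lists had adjusted p = 0.192 each, and the lowest values over alternatives were 7.32e-12, 8.82e-05 and 1.36e-06. With library totals, where the median of all genes was -0.25, the medians of these lists stayed positive. The 5 genes named as repressed by the study did not pass (median log2 fold change -0.03, camera adjusted p = 0.932). No single member passed over all genes by edgeR's quasi-likelihood test. The exact test called 3 monolignol genes higher (PtrCSE2, PtrCCoAOMT1 and PtrCAD1) and no target or cellulose synthase. DESeq2 called 7 monolignol genes, 2 targets (PtrPAL4 and PtrC4H1) and 2 cellulose synthases (PtrCesA7 and PtrCesA18) higher. With p adjusted over the list alone, 7 of the 22 monolignol genes, 2 of the 5 targets and 3 of the 5 cellulose synthases were higher, and 0 of the 5 repressed genes passed. PtrPAL4 measured 1377 ± 462 CPM at 7 days and 587 ± 270 CPM at 3 days (log2 fold change 1.23, SE 0.40, edgeR quasi-likelihood adjusted p = 0.168). PtrCSE2 had a log2 fold change of 1.10 (SE 0.25) and PtrCAD1, the cinnamyl alcohol dehydrogenase gene of the last step, 0.99 (SE 0.27). PtrIRX10-1 passed adjusted over the list alone (log2 fold change 1.04, SE 0.32), the only 1 of the 2 hemicellulose genes to do so, and over all genes with the exact test and DESeq2 (adjusted p = 0.0481 and 0.0183, highest over alternatives 0.462) but not with the quasi-likelihood test (adjusted p = 0.163). The transcription factors had log2 fold changes of 0.07 (SE 0.28) for PtrHSFB3-1 and -0.30 (SE 0.36) for PtrMYB092, the first of them negative with library totals, and 0 of the 2 passed with any of these 3 tests, also adjusted over the list alone.

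Across all genes, edgeR's quasi-likelihood test called 0 genes between 7 and 3 days, with 5617 at an unadjusted p under 0.05 where chance alone gives 1390. The exact test called 877 and DESeq2 1731. Leaving out 3-day replicate 2 gave 3 genes, and leaving out 3-day replicate 3 gave 1.

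The changes at both times were then compared across genes, which are not independent replicates. The log2 fold changes at 3 and 7 days had a Pearson correlation of 0.636 over 27795 genes. Both share the 3 control libraries, and in 20 simulations of unchanged groups against shared controls the mean correlation was 0.496. The covariance was 0.322 against 0.0951 in the simulations, a difference of 0.227. Without 3-day replicate 2, the library whose absence lowered it most, the correlation was 0.501 against a mean of 0.437 and a highest value of 0.460 in simulations that left out the same library, and the covariance was 0.315 against 0.0980. Of the 2432 genes called at 7 days, 2330 (95.8%) had the same sign at 3 days. In the simulations 88.2% of the genes at an unadjusted p under 0.05 did. That cut-off is looser than the adjusted p behind the 2432 calls, so these shares cannot be compared directly. For these 2432 genes the change at 3 days was smaller than at 7 days in 97.0%, and its median was 46.7% of the 7-day change. Selecting genes by their 7-day result favours a larger value at 7 days. No overlap of calls can be given for the quasi-likelihood test, which called 0 genes at 3 days. With edgeR's exact test 214 genes were higher at both times, where independent lists give 20.5, and 131 were lower at both, where independent lists give 9.16. The 3 controls cannot be split into parts of at least 2 libraries each, so part of the excess may come from the shared controls. Genes were simulated independently of each other, so shifts that many genes share in a library were not covered. The excess over the simulations therefore does not decide whether both times share a response to bending.

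**Figure D4:**
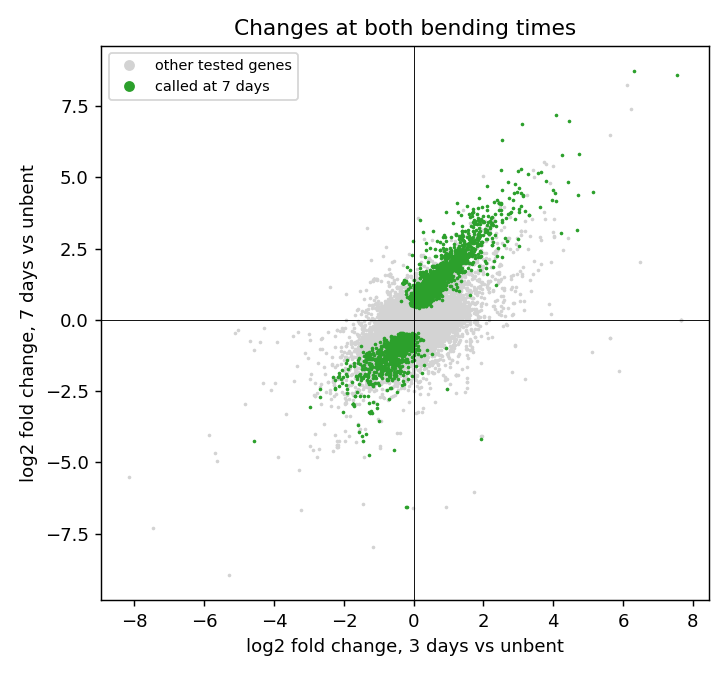
Log2 fold change at 3 days (horizontal axis) and at 7 days (vertical axis) against the same unbent controls, one point per tested gene, with the 2432 genes called at 7 days in green. Of the green points 2330 have the same sign on both axes, and the shared controls alone put part of all points along the diagonal.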

Values the study reported

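At a fold change above 2 or below 0.8 and an FDR below 0.05, the study counted 391 differentially expressed genes after 3 days of bending and 2,470 after 7 days. For PtrHSFB3-1 it gave a reduction of 3.0-fold at 3 days and 2.9-fold at 7 days. For PtrMYB092 the reductions it gave were 2.7-fold and 3.3-fold. It gave both genes as significant at both times, at an FDR stricter than the threshold above.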

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

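The tests of scaling, of correlated members, of single libraries, of the targets' level against that of the transcription factors and of splits and ratios by pairs were chosen after the results were seen; the splits of the libraries, the exact test on other splits and the power of the quasi-likelihood test were set beforehand.

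Camera called 3 gene lists as higher at 7 than at 3 days: monolignol biosynthesis (camera adjusted p = 3.63e-08), the common direct targets (adjusted p = 0.00139) and the cellulose synthases (adjusted p = 0.000468), although with an estimated correlation each had adjusted p = 0.192. The targets are all members of the monolignol list, so these are not 3 separate results. The tables argue against library scaling as the whole source, since with RLE factors or library totals the lowest of the medians was still 0.39 on the log2 scale while the median of all genes was below 0. At the preset correlation 3 of these lists passed whichever library was left out, so the calls at that setting do not rest on 1 library. The runs with a library left out were not repeated with an estimated correlation. They therefore do not decide whether variation shared within a few libraries carries the rise. The rise was seen in replicate pairs 1 and 3 and not in pair 2, where 17 of the 22 monolignol genes, 4 of the 5 targets and 4 of the 5 cellulose synthases were lower at 7 days. Members that vary together between libraries remain a candidate explanation for the small p-values, because the estimated correlation ended these calls. The 10 splits of the 6 libraries are too few for a share under 0.05; the real split gave 3 lists and the highest other split also 3, with 4 splits reaching that number, the 3 others that part all 3 same-numbered pairs gave 0 to 3 lists and the 6 that part fewer also 0 to 3, and a change of wood formation with bending time or of cell types remains untested.

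The number of genes called at 3 days was 0 by edgeR's quasi-likelihood test, with 3265 at an unadjusted p under 0.05, and 464 by the exact test and 881 by DESeq2. Low power of the quasi-likelihood test may account for part of this, since it recovered 15% of simulated 2-fold changes at 3 days, although it recovered 71% of 4-fold changes. Whether the exact test calls as many genes by chance remained open: its highest count among the other splits of these 6 libraries was 302 against 464 for the real one. Those splits mix 3-day and control libraries and do not stand for unchanged groups. In the simulation 33.0% of its calls were false, against 6.52% for the quasi-likelihood test.

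The common direct targets had a median log2 change of 0.21 at 7 days and did not pass, while both transcription factors fell. If target transcripts changed by the same amount as the transcription factors at 7 days, both changes would lie together. The mean log2 change of the 5 targets lay 1.74 (SE 0.48) above that of the factors. At 3 days the difference was 0.86 (SE 0.37). These values speak only to an equal change and cannot decide whether the targets respond in part. The study also chose the factors as repressed on these samples, so their mean may be too low. In the study, transcripts of all direct targets fell in knockouts of the factors and rose in overexpressing trees. The labels give only the day of each group, with no unbent stems at 3 or 7 days, so bending cannot be told apart from elapsed time. The amounts or activity of the proteins were not measured here.

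Other splits of the libraries were set beside each count, and 10 splits are too few for a share under 0.05. The other splits mix the compared groups, so a true difference would add to their spread, and they do not stand for unchanged groups. At 7 days against controls the real split called 2432 genes and the highest other split 0 (1 of the splits reached the real count), and at 7 against 3 days the counts were 0 and 0 (10 splits). At 3 days against controls the real split called 0 genes and another split 13 (10 splits reached the real count). Every split reaches a real count of 0, so the splits cannot inform on that count at 3 days or at 7 against 3 days. For gene lists, the real and highest other counts were 3 and 4 at 3 days (4 splits) and 1 and 3 at 7 days (8 splits).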

How the results depend on the processing

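The alternatives with library totals, with identical counts kept once and with the block in only the 3-day and 7-day libraries were chosen after seeing the data. Directions of called results did not reverse under any alternative. Of the single genes and further lists 1771 values kept their side of the threshold, most of them by staying uncalled, 37 were lost and 44 gained. Of the main results, 233 values were kept and 43 changed. These are the counts of genes and lists, the correlation of changes, and the transcription factors and the monolignol and cellulose synthase lists against controls. RLE factors, both other filters and thinning changed no call of the transcription factors or the monolignol and cellulose synthase lists and moved no count of genes or lists by over 1.5 times. Identical counts kept once was run for the counts of genes alone, which stayed at 0, 2445 and 0. DESeq2 gave 881, 4332 and 1731 genes for 3 days, 7 days and 7 against 3 days, and the exact test 464, 3430 and 877. At 3 days PtrHSFB3-1 (log2 fold change -1.58 by DESeq2, -1.59 by the exact test) and PtrMYB092 (-1.40 and -1.42) passed with these tools. The estimated correlation left 0 lists in all 3 comparisons, and fry left 1 at 3 days and 0 for 7 against 3 days; the monolignol list at 3 days then had adjusted p = 0.137 and 0.0681. With only the compared groups fitted, and with library totals, 2 lists passed at 7 days, the cellulose synthases with adjusted p = 0.0441 and 0.0495. The causes were not tested.

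For 7 against 3 days, where all same-numbered libraries correlated, the replicate block changed no call. It gave 0 genes and 3 lists both over all libraries and in the 6 libraries alone. Controls share only a number with bent libraries: correlations of same-numbered pairs ranged from -0.184 to 0.392 at 3 days and -0.341 to 0.122 at 7 days, and over all groups libraries matched best with their own number in 9 of 18 checks, a hint from the data only. With the block 0 and 1847 genes were called against controls, and PtrMYB092 at 7 days (log2 fold change -1.69) had edgeR adjusted p = 0.0541. The calls of PtrCesA18 and Potri.011G046600 at 7 days were also lost (edgeR adjusted p = 0.0893 and 0.0928).

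Leaving out each library gave 0 to 30 genes at 3 days, 343 to 2704 at 7 days and 0 to 3 for 7 against 3 days, and 2 to 4, 1 to 2 and 3 lists. PtrHSFB3-1 ranged from -1.77 to -1.30 at 3 days and -1.63 to -1.38 at 7 days, and PtrMYB092 from -1.72 to -1.13 and -2.06 to -1.47. The cellulose synthases ranged from adjusted p = 0.000349 to 0.878 at 3 days and 0.0301 to 0.265 at 7 days. The correlation of changes ranged from 0.501 to 0.732. The lowest stands against 0.437 for unchanged groups with the same library left out, simulated with genes independent of each other. Fewer libraries leave fewer degrees of freedom; other causes were not tested. Depth limits genes near 1 count (0.0321 to 0.0482 CPM).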

Other observations

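The ratios, sums and shares given here and the search for identical counts were chosen after the data were seen. Within the PAL family, PtrPAL1 and PtrPAL3 made up 44.8 ± 14.8% of the counts of the 5 PAL genes in controls, 34.5 ± 15.2% at 3 days and 12.8 ± 4.66% at 7 days (SD, n = 3, exact permutation p = 0.1 for 7 days against controls, adjusted p = 0.2 over 24 tests of 8 measures). The summed level of the 5 PAL genes was 3461 ± 876 CPM in controls and 3139 ± 940 CPM at 7 days (exact permutation p = 0.8, adjusted p = 0.8), a difference smaller than the spread between replicates. At 3 days the sum was 1789 ± 474 CPM (exact permutation p = 0.1, adjusted p = 0.2). The smallest p that 3 against 3 libraries allow is 0.1.

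No ratio of close cellulose synthase copies passed after correction, with adjusted p = 0.2 as the smallest by exact permutation. The ratio of PtrCesA7 to PtrCesA17 was 1.42 ± 0.245 in controls, 2.19 ± 0.402 at 3 days and 2.93 ± 0.134 at 7 days, with no overlap between any of the groups (exact permutation p = 0.1 and adjusted p = 0.2 for each comparison, n = 3). The ratio of PtrCesA18 to PtrCesA8 was 5.48 ± 1.41 in controls, 7.67 ± 0.900 at 3 days and 8.22 ± 1.19 at 7 days (exact permutation p = 0.1 and adjusted p = 0.2 for 7 days against controls). These ratios are free of library scaling, but reads shared between copies can alter them. The summed level of the 5 cellulose synthases was 6719 ± 545 CPM in controls and 10876 ± 2536 CPM at 7 days (exact permutation p = 0.1, adjusted p = 0.2), and that of the 22 monolignol genes was 16443 ± 2149, 9935 ± 2762 and 17201 ± 4272 CPM in controls, at 3 days and at 7 days. The ratio of PtrPAL4 to PtrPAL5, whose IDs are neighbours, stayed between 1.49 ± 0.0573 and 1.53 ± 0.00432 as group means.

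The 10 genes with the most counts took 2.99 ± 0.404% of the counts in controls, 4.36 ± 0.923% at 3 days and 6.47 ± 0.330% at 7 days (exact permutation p = 0.1, adjusted p = 0.2 for each comparison). TMM factors averaged 1.08, 1.04 and 0.893 in these groups.

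Identical counts in all 9 libraries were found in 109 groups of genes with at least 50 counts in total, 355 genes together, and 49 of these groups held IDs that are not neighbours. After shuffling libraries within genes 6 groups with identical counts were found. Of the genes called at 7 days 21 belong to these groups, and 0 of the named genes do.

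At the thresholds of a fold over 2 or under 0.8 with an adjusted p under 0.05, the count at 3 days was 0 by edgeR's quasi-likelihood test (3265 genes at an unadjusted p under 0.05), 447 by its exact test and 773 by DESeq2. The first is lower than the value quoted from the study above, and the others are higher. At 7 days the same thresholds gave 1904 genes by edgeR's quasi-likelihood test, 2753 by its exact test and 3104 by DESeq2. The study's count at 7 days lies between the first of these and the others.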
